# Functional and Phenotypic Characterisations of Common Syngeneic Tumour Cell Lines as Estrogen Receptor-Positive Breast Cancer Models

**DOI:** 10.3390/ijms24065666

**Published:** 2023-03-16

**Authors:** Maria Lambouras, Charlotte Roelofs, Melrine Pereira, Emily Gruber, Jessica L. Vieusseux, Patrick Lanteri, Cameron N. Johnstone, Fenella Muntz, Sandra O’Toole, Lisa M. Ooms, Christina A. Mitchell, Robin L. Anderson, Kara L. Britt

**Keywords:** estrogen receptor-positive, syngeneic, breast cancer cell line, mouse models

## Abstract

Estrogen receptor-positive breast cancers (ER^+^ BCas) are the most common form of BCa and are increasing in incidence, largely due to changes in reproductive practices in recent decades. Tamoxifen is prescribed as a component of standard-of-care endocrine therapy for the treatment and prevention of ER^+^ BCa. However, it is poorly tolerated, leading to low uptake of the drug in the preventative setting. Alternative therapies and preventatives for ER^+^ BCa are needed but development is hampered due to a paucity of syngeneic ER^+^ preclinical mouse models that allow pre-clinical experimentation in immunocompetent mice. Two ER-positive models, J110 and SSM3, have been reported in addition to other tumour models occasionally shown to express ER (for example 4T1.2, 67NR, EO771, D2.0R and D2A1). Here, we have assessed ER expression and protein levels in seven mouse mammary tumour cell lines and their corresponding tumours, in addition to their cellular composition, tamoxifen sensitivity and molecular phenotype. By immunohistochemical assessment, SSM3 and, to a lesser extent, 67NR cells are ER^+^. Using flow cytometry and transcript expression we show that SSM3 cells are luminal in nature, whilst D2.0R and J110 cells are stromal/basal. The remainder are also stromal/basal in nature; displaying a stromal or basal Epcam/CD49f FACS phenotype and stromal and basal gene expression signatures are overrepresented in their transcript profile. Consistent with a luminal identity for SSM3 cells, they also show sensitivity to tamoxifen in vitro and in vivo. In conclusion, the data indicate that the SSM3 syngeneic cell line is the only definitively ER^+^ mouse mammary tumour cell line widely available for pre-clinical research.

## 1. Introduction

Breast cancer (BCa) incidence has been increasing steadily for decades and now affects 1 in 7 women in the western world, making it the most prevalent cancer in women. The estrogen receptor-positive (ER^+^) BCa subtype is driving this increase in incidence. Endocrine therapies such as tamoxifen effectively treat ER^+^ BCa and are also used in the preventative setting [1]. Unfortunately, some ER^+^ BCa tumours in advanced ER^+^ BCa patients acquire resistance to tamoxifen [2], and due to the real or perceived side effects of this treatment, uptake and adherence rates of tamoxifen regimens in the preventative setting are poor [3,4,5,6]. This underscores the importance of developing additional endocrine therapies for ER^+^ BCa.

Pre-clinical studies often rely on patient-derived xenograft models, donor tissues or cells implanted in immunocompromised mice, to test next-generation endocrine therapies. There are also several genetically engineered mouse strains that develop ER^+^ mammary tumours and can be used for pre-clinical testing, including AIB1-overexpressing mice, STAT1 knockout mice and MMTV Pik3ca^H1047R^ transgenic mice [7,8,9]. However, as the tumours that form in these transgenic models exhibit a long latency, it renders pre-clinical in vivo experimentation time-consuming and costly. Alternatively, transplantable syngeneic breast cancers in mice are of great value as they allow assessment of tumours in normal stromal and immune microenvironments and can generate tumours and metastatic disease with shorter latency [10]. Two mouse mammary tumour cell lines are considered ER^+^; SSM3 and J110 [8,11]. However, there are conflicting reports of whether either of these cell lines or others (67NR, E0771, D2.0R, D2A1, 4T1.2) are genuinely ER^+^ in vitro and reliably produce ER^+^ tumours in vivo. A model of ER+ BCa should be dependent on ER signalling for growth.

Here we have tested available syngeneic cell lines for ER activity using immunohistochemical staining for Erα protein, flow cytometry, gene expression profiles and in vitro tamoxifen sensitivity. The data demonstrate that the SSM3 line is the only luminal ER^+^ and tamoxifen-sensitive cell line. SSM3 represents a reliable model for assessing the efficacy of new therapies designed at targeting ER^+^ BCa development. Our study also highlights the need for additional syngeneic models of ER^+^ BCa to represent the different molecular subcategories of ER^+^ BCa that exist in humans.

## 2. Results

### 2.1. ERα Staining in Syngeneic Tumours

Formalin-fixed paraffin-embedded tissue sections from SSM3, 4T1.2, 67NR, J110, EO771, D2.0R and D2A1 tumours grown in mice were stained for Erα using a clinically validated antibody [12,13]. The SSM3 tumours showed strong and extensive nuclear staining (>90%) in epithelial tumour cells (Figure 1).

These tumours were also assessed pathologically and were classified as adenocarcinomas which are also an accurate representation of common ER^+^ tumours (Supplementary Table S1). Similarly, 67NR tumours had extensive nuclear staining but weaker staining. Scattered nuclear staining was observed in D2A1, 4T1.2 and J110 tumours. However, this staining overlapped with areas of stromal and immune infiltration, as demonstrated by CD45 immunohistochemical staining on consecutive sections (Figure 2). D2.0R and EO771 were negative for nuclear Erα expression but displayed some regions of cytoplasmic staining (Figure 1). In almost all the different tumours, cytoplasmic Erα staining was observed in regions of the tumours that had immune infiltration identified through CD45 staining, indicating, as above, cytoplasmic staining of immune cells rather than epithelial tumour cells (Figure 2).

### 2.2. SSM3 Tumours Are the Only Syngeneic Model That Responds to Tamoxifen In Vitro and In Vivo

Using the well-characterised human ER^+^ MCF7 cells, we conducted a dose–response to tamoxifen and showed that whilst high concentrations (10 µM) were cytotoxic, lower doses of tamoxifen could inhibit the growth of MCF7 cells (Figure 3). As a negative control, we included a dose–response in ER^-^ MDA-MB-231 cells and showed that, apart from the cytotoxic dose (10 µM), these cells were insensitive to tamoxifen treatment. All mouse tumour cell lines were tested at 1 µM, which resulted in reduced proliferation of SSM3 cells. Previously we have shown that 67NR tumours are mildly sensitive to tamoxifen and that 4T1.2 tumours are insensitive [14]. Again, we found that 67NR cells are mildly sensitive. J110 cells, D20R and D2A1 cells were all insensitive to growth inhibitory effects of tamoxifen (Figure 3). The EO771 cell line response to tamoxifen was not assessed, as it was already revealed it had no sensitivity [14].

To validate our results in vivo we treated mice injected with SSM3 cells in their fourth mammary fat pads with 1 mg of tamoxifen daily. Tamoxifen significantly slowed tumour growth compared to vehicle controls (Figure 4). We did not observe any toxicity issues with this dosing regimen.

### 2.3. SSM3 Cells Are the Only Syngeneic Cell Line to Express Cell Surface Markers of Luminal Mammary Epithelial Cells

It is appreciated now that breast cancer arises from a dysregulation of the normal breast epithelium. The molecular definition of the cell lineages in the normal breast has been instrumental in allowing these relationships to be identified. For example, Receptor activator for nuclear factor κB (RANK)+ luminal progenitors are known to drive basal BCa development in breast cancer type 1 susceptibility protein (BRCA1) mutation carriers [15,16,17]. As ER^+^ BCa are a luminal tumour type that display luminal differentiation, we assessed which of the existing syngeneic lines were luminal in nature. Using normal mouse mammary epithelial cells as a standard plot, cell lines were assessed for the proportion of luminal, basal and stromal cells using flow cytometry (Supplementary Figure S1). Lineage gates representing endothelial (CD31), leukocyte (CD45) and erythroid (TER119) populations were used, but, as anticipated, these cell lines were all lineage-negative. Lineage-negative cells were then assessed for expression of the epithelial marker EpCAM and the luminal/basal discriminator CD49f (α6 integrin) [18,19]. The addition of CD49b (α2β1 integrin) is used as a progenitor marker and Sca-1 (Ly6a) as a marker of ER^+^ cells [20]. SSM3 cells were luminal in nature (CD49f+/EpCAM+) and found to have high expression of Sca-1, yet low expression of CD49b, which classifies them as a mature luminal cell type (Figure 5). 67NR and 4T1 cells showed a hybrid phenotype between stromal and basal, whilst J110 cells appeared basal. EO771 cells expressed stromal markers. D20R cells were again a hybrid between stromal and basal, but the populations were slightly shifted compared to the other cell lines with this phenotype. D2A1 cells were also stromal (Figure 5). Thus, the only luminal breast cancer cell line in this collection is the SSM3 line.

### 2.4. Molecular Characterisation of the Syngeneic Lines to Identify the Cell Lineage

Gene expression array data exist for 4T1.2, 67NR, EO771 whole tumours (GSE42272) and for D2.0R (GSE112904) and D2A1 cells (GSE12882) [14,21,22], and to complete the gene expression analysis, we performed RNAseq on J110 and SSM3 cells. 

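The deposited RNAseq data hold 3 biological replicates of J110 cells, a mammary tumour line from mice that carry an AIB1 transgene, and 3 of SSM3 cells, another mouse mammary tumour line. J110 cells were grown in 5% FBS and 5% CO2 and SSM3 cells in 10% FBS and 10% CO2, so the culture conditions differed together with the cell line. The libraries were made from 500 ng of RNA with the QuantSeq 3′ kit, which samples the 3′ end of polyadenylated transcripts, and sequenced as 75 bp single end reads. The authors trimmed the reads, mapped them to mm10 and counted them per gene, and deposited the raw counts without normalisation for 52636 Ensembl genes. Of these genes, 30044 had no count in any library.

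Total counts were 5416305, 5349246 and 5209740 in the libraries labelled J110 and 4200785, 4394985 and 4792941 in the libraries labelled SSM3. The median over all 6 libraries was 5001340.5 counts, where the paper states a depth of ~6000000 reads per sample. CPM values use the total counts multiplied by TMM factors. Across the 98 genes with at least 10 counts whose exons lie within the exons of a gene on the opposite strand, none had more counts than the surrounding gene in any library. Genes that share exons with another gene are therefore uncertain in either direction, and some reads were counted more than once. Low counts on genes of the other line were most widespread in J110 replicate 3, with counts on 50 of 57 such genes at 0.326% of the other line's level, and in SSM3 replicate 2, with counts on 46 of 46 at 0.375%. At a ribosomal RNA locus on chromosome 17, 3 overlapping genes together held from 15.1% to 17.2% of the counts in libraries labelled J110 and from 0.779% to 1.27% in libraries labelled SSM3. These sums probably count the same reads on each of the 3 genes. The gene with the most counts, CT010467.1, alone held from 5.05% to 5.74% in J110 and from 0.262% to 0.425% in SSM3.

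Library sizes were normalised with edgeR's TMM method, genes with low counts were removed with filterByExpr, and 12284 genes were compared between the lines with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene with at most 3 counts in every library of a line was taken as being at the floor, which corresponds to between 0.578 and 0.668 CPM, and a fold change against it is given as a lower bound. No molecular identifiers are described for these reads, so limits of this kind cover counting error only. Replicates of one line differed from each other by more than sampling noise, with a chi-square per degree of freedom between 2.29 and 6.01, and none was a copy of another.

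The gene of the AIB1 transgene was examined first. Ncoa3 (ENSMUSG00000027678, chromosome 2 of mm10 from 165992636 to 166073242), which encodes AIB1, had 110, 106 and 102 counts in libraries labelled J110 and 181, 199 and 186 counts in libraries labelled SSM3, a log2 fold change, SSM3 against J110, of 0.91 (standard error 0.12, adjusted p = 2.94e-06 from edgeR's quasi-likelihood test). Library size only, without TMM, moved the log2 fold change of Ncoa3 most, to 1.09, and glmTreat for a fold change above 2 gave an adjusted p of 1.00, in a range from 8.27e-11 to 1.00 over all alternatives to the processing. Sulf2, which shares exons with Ncoa3 on the opposite strand, had more counts than Ncoa3 in every library, so the Ncoa3 value is uncertain. Counts on Ncoa3 were not higher in the libraries labelled J110, the line with the transgene. The transgene is an AIB1 cDNA, and whether its reads were counted on Ncoa3 was not tested, so Ncoa3 cannot check the labels. The line of each library, and every direction between the lines, rests on the labels.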

Using the gene expression signatures developed by Lim and colleagues [16], we assessed whether the J110 and SSM3 cells had higher expression of certain cell epithelial cell lineages. 

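Expression of short panels of commonly used marker genes, scored per library as the mean log2 CPM of the panel's genes with a prior count of 2, was compared between libraries labelled J110 and SSM3. J110 and SSM3 stand here for those labels, on which each direction rests. These panels are not the published signatures, which are not used here. Only genes that passed the filter on low counts entered a score, which was 10 of 26 genes of the stromal panel, 12 of 23 of the basal or mammary stem cell panel and 8 of 16 of the luminal progenitor panel. In each panel the 3 libraries of one line lay apart from the 3 of the other (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).

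The stromal score was 5.45 ± 0.18 (SD, n = 3) in J110 and 2.50 ± 0.21 (SD, n = 3) in SSM3, and the median over the panel in place of the mean moved the difference most, from -2.96 to -4.80. Against all other genes, camera with a preset inter-gene correlation of 0.01 gave the stromal panel an adjusted p of 0.104 over the 9 panels. The fry test asks only whether the panel's own genes differ between the lines, and gave an adjusted p of 1.37e-04. It makes no comparison with other genes, and 77.9% of all genes tested differed between the lines. With a filter of at least 1 count in any library, which lets more panel genes enter, the difference between the lines was -1.43 and the camera adjusted p was 0.0423. Without SSM3 replicate 2 the adjusted p was 0.0113 and without SSM3 replicate 3 it was 0.0193, in a range from 0.0113 to 0.934 over all alternatives. Of the 10 stromal genes, 8 were lower in SSM3. Vim (ENSMUSG00000026728) was counted at 5140 ± 273 CPM (SD, n = 3) in J110 and 9.61 ± 8.04 CPM (SD, n = 3) in SSM3. Its SSM3 counts were 34, 87 and 14, with the most in replicate 2, where low counts on the other line's genes were widespread. Leaving out each library in turn gave log2 fold changes of Vim from -9.98 to -8.61. Dcn and Mmp14 went the other way, and Dcn reached 1412 ± 72.4 CPM (SD, n = 3) in SSM3 against 0.901 ± 1.39 CPM (SD, n = 3) in J110, where 12 of its 13 counts fell in replicate 3. Col1a2 and Lum had no count in any library, and Col3a1 was at the floor in both lines.

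The basal or mammary stem cell score was 3.92 ± 0.024 (SD, n = 3) in J110 and 0.91 ± 0.048 (SD, n = 3) in SSM3. The camera adjusted p was 0.000354, and 0.0426 with the inter-gene correlation estimated from the data. Requiring at least 10 counts in every library removes genes absent from one line by construction, and left a difference of -0.50 with an adjusted p of 0.631, the highest of a range that began at 0.000217 over the alternatives. Procr was counted at 134 ± 9.19 CPM (SD, n = 3) in J110 and 0.283 ± 0.490 CPM (SD, n = 3) in SSM3. All of its SSM3 counts fell in replicate 2, where low counts on the other line's genes were widespread. Leaving out each library in turn gave log2 fold changes of Procr from -12.36 to -8.19. Lgr6 was at least 111-fold lower in SSM3, where it was at the floor. Cdh3 was at the floor in J110 and at least 15.5-fold higher in SSM3, and Krt14 was higher in SSM3 with a log2 fold change of 2.00 (standard error 0.40, adjusted p = 0.000231 from edgeR's quasi-likelihood test). Krt5 was at the floor in both lines.

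For the luminal progenitor panel the score was 3.46 ± 0.12 (SD, n = 3) in J110 and 2.93 ± 0.14 (SD, n = 3) in SSM3, with 4 of its genes higher and 4 lower in SSM3. Its camera adjusted p was 0.882, so the panel as a whole was not distinguishable from other genes. Without J110 replicate 1 the difference was -0.029 and without J110 replicate 2 it was -0.059, where Lcn2 and Trf also passed the filter and entered the score. With the 8 genes kept the same, leaving out each library in turn gave differences from -0.60 to -0.47. Itga2 had the largest change, at least 101-fold lower in SSM3, and leaving it out turned the difference between the lines from -0.53 to 0.38. Mfge8, Aldh1a3, Wfdc18 and Hey1 were higher in SSM3, Mfge8 with a log2 fold change of 1.61 (standard error 0.072, adjusted p = 3.66e-12 from the same test).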

J110 cells had high expression of stromal, mammary stem cell (MaSC) and luminal progenitor signatures, and lower expression of luminal mature genes (Figure 6A,B). SSM3 cells had high expression of the luminal mature and to a lesser extent, the luminal progenitor signature, but low expression of the stromal and MaSC signatures (Figure 6A,B). 

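In libraries labelled SSM3 the luminal mature score, over the 14 of its 17 marker genes that passed the filter, was 7.48 ± 0.056 (SD, n = 3), against 2.31 ± 0.20 (SD, n = 3) in libraries labelled J110. The difference of 5.18 was the same in direction in every library pair (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow), and camera gave an adjusted p of 8.82e-22, or 0.00426 with the inter-gene correlation estimated from the data. Of the 14 genes, 13 were higher in SSM3. Gata3 was counted at 1038 ± 86.8 CPM (SD, n = 3) in SSM3 and 3.27 ± 0.534 CPM (SD, n = 3) in J110. Whether low counts from the other line make up part of this J110 value was not tested. Ly6a, which encodes Sca-1, rose from 237 ± 10.6 to 927 ± 27.7 CPM (SD, n = 3 each), and Xbp1 from 63.2 ± 10.4 to 332 ± 13.4 CPM (SD, n = 3 each). Areg was higher in SSM3 by 0.59 on the log2 scale (standard error 0.16, adjusted p = 0.00363 from edgeR's quasi-likelihood test), although its values overlapped between the lines, and with DESeq2 its adjusted p was 0.0586, in a range from 2.76e-14 to 1.00 over the alternatives. The upper end of this range came from glmTreat, which asks for a change above 2-fold. Without SSM3 replicate 1 the log2 fold change of Areg was 0.36, and without SSM3 replicate 3 it was 0.83. Sytl2 was lower in SSM3 with a log2 fold change of -4.18 (standard error 0.34, adjusted p = 9.56e-09 from the edgeR test).

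J110 and SSM3 are the labels of the libraries, and the direction of each difference rests on them. A panel of 12 general epithelial genes was scored beside them. It reached 8.01 ± 0.039 (SD, n = 3) in SSM3 and 2.42 ± 0.43 (SD, n = 3) in J110, with a camera adjusted p of 2.29e-14. Epcam was counted at 507 ± 24.8 CPM (SD, n = 3) in SSM3 and 0.681 ± 0.681 CPM (SD, n = 3) in J110, where 7 of its 10 counts fell in replicate 3. Among the keratins, Krt18 was counted at 1430 ± 18.1 CPM (SD, n = 3) in J110 and 970.0 ± 37.3 CPM (SD, n = 3) in SSM3, and Krt8 at 1275 ± 37.9 and 2270 ± 202 CPM (SD, n = 3 each), while Krt19 was counted at 18.6 ± 9.83 CPM in J110 and 7412 ± 363 CPM in SSM3 (SD, n = 3 each).

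**Figure D1:**
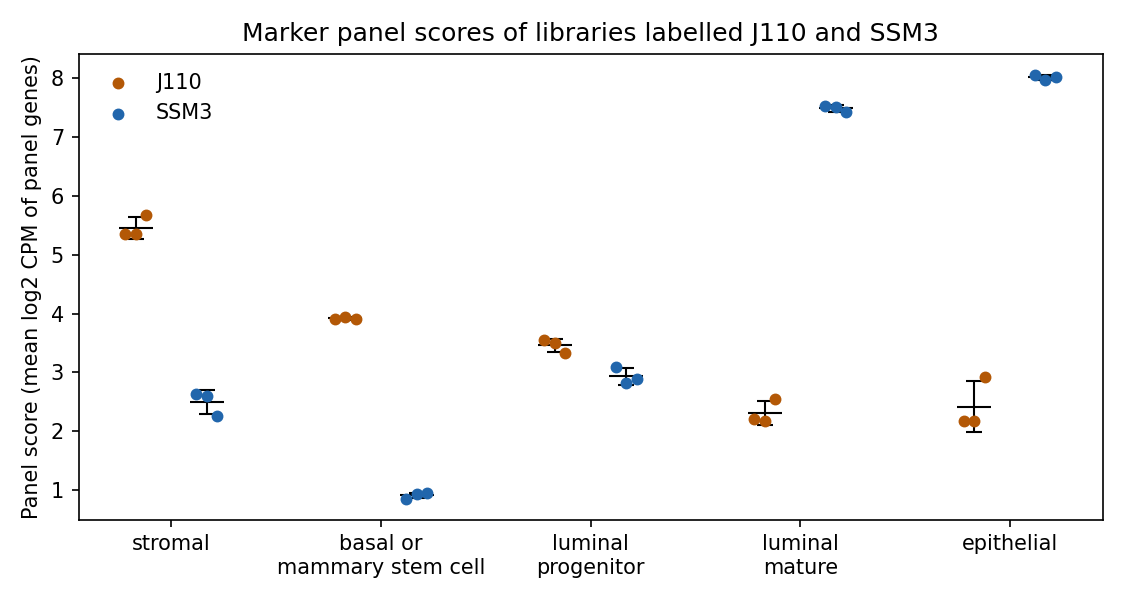
Marker panel scores (mean log2 CPM of the panel's genes, y axis) of libraries labelled J110 and SSM3 for 5 panels (x axis). Points are the 3 libraries of each line and black bars the mean ± SD. The luminal mature score is 7.48 in SSM3 and 2.31 in J110, and the stromal score is 2.50 in SSM3 and 5.45 in J110.

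The paper describes the lineage of J110 and SSM3 cells from the signatures in Figure 6A,B, beside flow cytometry. It counts a luminal molecular subtype among the features of truly ER+ cells.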

The existing gene expression array data could not be included bioinformatically in the same analysis due to the differences in the platforms used. However, when we assessed the cell lineages in 4T1.2, 67NR and EO771 tumours, they showed the highest enrichment of stromal and luminal progenitor signatures and also MaSC gene signatures, with a very low expression of luminal mature genes (Figure 6C). Gene expression data from D2.0R and D2A1 cells grown in 3D in vitro had high expression of stromal, MaSC and luminal progenitor genes and low expression of luminal mature genes (Figure 6D).

Finally, to show that the ER pathway is intact in SSM3 cells and thus mediating the effects of Tamoxifen in vitro and in vivo, we assessed whether they expressed genes, previously shown to be induced by estrogen in MCF7 cells (*PGR, CDH1, CTSD and TRIM25*). 

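Pgr, Cdh1, Ctsd and Trim25 were tested between libraries labelled SSM3 and J110, where the line of a library, and so each direction, rests on its label. All 4 had an adjusted p below the threshold of 0.05 both over all genes tested and adjusted over the list alone. Pgr (ENSMUSG00000031870, chromosome 9 of mm10 from 8899833 to 8968611, forward strand) had 0, 0 and 2 counts in J110 and 1638, 1859 and 1719 counts in SSM3. J110 was thus at the floor, and Pgr was at least 587-fold higher in SSM3 (adjusted p = 3.51e-16 from edgeR's quasi-likelihood test).

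Cdh1 (ENSMUSG00000000303, chromosome 8 from 106603351 to 106670246, forward strand) was counted at 4.02 ± 1.83 CPM (SD, n = 3) in J110 and 1374 ± 47.8 CPM (SD, n = 3) in SSM3. Its log2 fold change was 8.42 (standard error 0.15, adjusted p = 8.67e-17 from the same test). The J110 counts of Cdh1 were 21, 11 and 28, with the most in replicate 3, where low counts on the other line's genes were widespread. How much of the J110 value such counts make up was not tested. Trim25 (ENSMUSG00000000275, chromosome 11 from 88999376 to 89020293, forward strand) was counted at 21.5 ± 1.46 and 76.3 ± 2.78 CPM (SD, n = 3 each), a log2 fold change of 1.82 (standard error 0.10, adjusted p = 7.12e-11).

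The smallest difference was in Ctsd (ENSMUSG00000007891, chromosome 7 from 142375911 to 142388038, reverse strand), counted at 529 ± 59.3 CPM (SD, n = 3) in J110 and 625 ± 10.6 CPM (SD, n = 3) in SSM3. Its log2 fold change was 0.24 (standard error 0.078, adjusted p = 0.0105 from edgeR's quasi-likelihood test). Without J110 replicate 3, the library with the lowest value, the log2 fold change was 0.15 with an adjusted p of 0.0785. Over all alternatives the adjusted p ranged from 0.00029 to 1.00, with the upper end from glmTreat, which asks for a change above 2-fold. Library size scaling alone, without TMM, moved the Ctsd log2 fold change most, to 0.41.

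Esr1 (ENSMUSG00000019768, chromosome 10 from 4611593 to 5005614), which encodes ERα, was counted at 3.68 ± 2.04 CPM (SD, n = 3) in J110 and 41.7 ± 6.76 CPM (SD, n = 3) in SSM3, a log2 fold change of 3.48 (standard error 0.24, adjusted p = 1.16e-09 from the same test). Esr2 was at the floor in both lines.

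**Figure D2:**
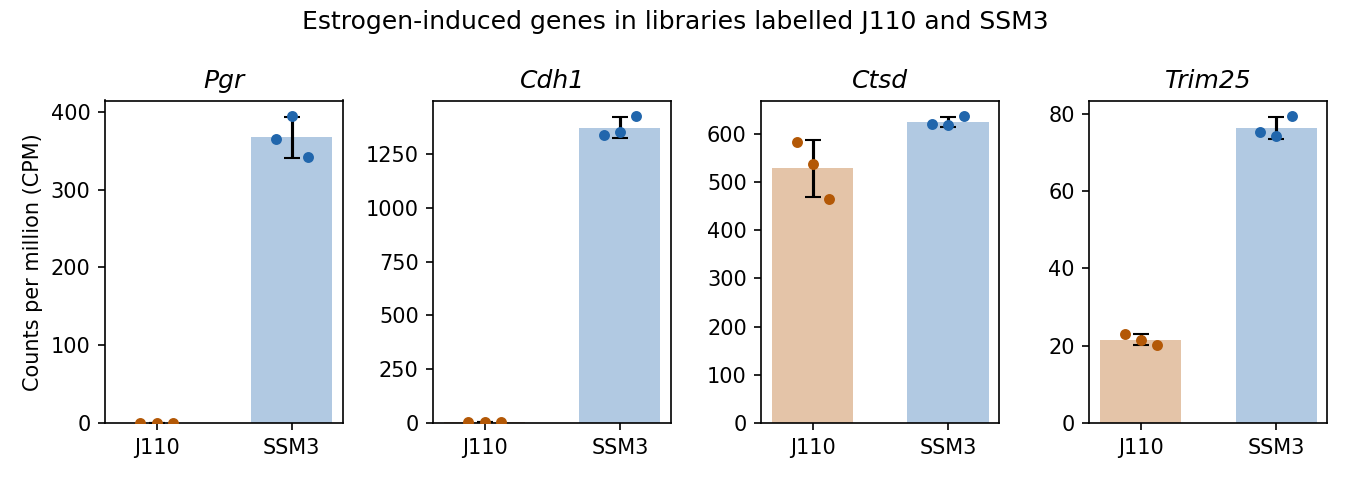
CPM (y axis, linear from 0) of Pgr, Cdh1, Ctsd and Trim25 in libraries labelled J110 and SSM3 (x axis). Points are the 3 libraries of each line, bars the mean and error bars the SD. Mean Cdh1 is 4.02 CPM in J110 and 1374 CPM in SSM3, while mean Ctsd is 529 and 625 CPM.

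The paper reasons that expression of genes induced by estrogen in MCF7 cells shows an intact ER pathway in SSM3 cells, through which tamoxifen acts.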

Supplementary Figure S2 shows that they are indeed increased in SSM3 compared J110 cells.

## 3. Discussion

Syngeneic mouse models are a unique preclinical tool that is now heavily used to assess the impact of emerging therapies on cancer growth rates in animals with intact immune systems. This is particularly important now that the critical role of the immune system in cancer has been revealed and immune checkpoint inhibitors have been added to the arsenal of anti-cancer therapies [23].

Previously it was reported that EO771 cells are luminal in nature due to the expression of ERβ, PR and ErbB2 in RT PCR data and that they are tamoxifen-sensitive [24]. However, we show that neither the cell lines nor the tumours produced by EO771 cells are luminal or positive for ER^+^. In agreement with Johnstone et al. 2015 [14], we have also demonstrated their highly mammary stem cell and stromal genomic signatures, but no luminal signature. In the 67NR cells that have been reported previously as a non-metastatic ER^+^ BCa cell line [25], we found weak ER staining and a partial sensitivity to tamoxifen, consistent with the conclusions reported in Johnstone et al. 2015 [14]. 4T1.2 cells are generally considered to be TNBC, but we (and others) have shown that whilst insensitive to tamoxifen, they do express ER mRNA [14], indicating that transcript expression alone cannot be used to define preclinical ER^+^ models. J110 cells were developed from Amplified In Breast 1 (AIB1)-overexpressing mice and were initially deemed ER^+^ cells, as per IHC staining [11]. However, several studies have subsequently shown that they are non-responsive to tamoxifen both in vitro and in vivo [11,26,27]. We note that our studies show that J110 cells alone do not have a luminal phenotype using flow cytometry. In addition, nuclear and cytoplasmic staining of ERα in some tumours generated from J110 cells may be confusing the field regarding ER classification. However, the positive staining correlates with areas of immune infiltration, as delineated by CD45^+^. It is known that some immune cells in the mammary gland, such as macrophages, are ER^+^, but are not routinely accounted for in the pathological classification of hormone receptor status in breast tumours [12]. Our research shows that apart from SSM3 cells, none of the other mammary tumour cell lines had all the features of truly ER^+^ cells; which are nuclear ER positivity by IHC in epithelial cells, a luminal cell surface phenotype (Sca1+), a luminal molecular subtype and sensitivity to tamoxifen exposure.

SSM3 cells were derived from signal transducer and activator of transcription 1 (*STAT1)*-deficient mice [28]. STAT1 is a transcription factor required for interferon signalling [29]. It is lost or significantly diminished in 45% of human ER^+^/PR+ breast cancers compared to normal breast tissue [8]. Mice lacking STAT1 developed ER^+^ breast tumours with a long latency (~23 months) [8]. Three tumour cell lines have been established from these mice (SSM1, SSM2 and SSM3), with SSM3 cells showing ERα positivity and responsiveness in mice to oophorectomy (removing their source of endogenous estrogen) [8]. In line with these findings, we confirm that the SSM3 cell line is a model of ER+ breast cancer.

Whilst the SSM3 model is robust, it does not recapitulate the heterogenous nature of ER^+^ BCa, as not all BCa are STAT1-deficient. The most common mutations in ER^+^ BCa are *PIK3CA*, *MLL3*, *MAP3K1*, *GATA3*, *MAPK24* (and ER itself) [30,31]. Further studies need to focus on developing additional syngeneic mouse models of ER^+^ BCa that recapitulate the clinical disease. Such models need careful definition of their phenotype, including an extensive analysis of their luminal cell properties and their responsiveness to endocrine therapy. The presence of transcripts for ERα is insufficient for defining luminal ER+ tumours.

## 4. Materials and Methods

### 4.1. Cell Lines

The EO771 cell line was derived from a spontaneous mammary tumour in a C57BL/6 mouse [32]. The 67NR and 4T1 cell lines were derived from different subpopulations of a single mammary tumour that arose in a BALB/c/C3H mouse [33]. The 4T1.2 variant was derived from 4T1 cells as described previously [34]. The SSM3 cells (kindly gifted by Robert Schreiber, Washington University) were generated from mammary tumours that arose in 129SvEv STAT1-deficient mice [8]. J110 cells (kindly gifted by Myles Brown, Dana Farber Cancer Institute) were derived from transgenic mice that expressed AIB1 cDNA under the control of the MMTV LTR [9,11]. D2.0R and D2A1 cells (kindly gifted by Dalit Barkan, University of Haifer, Haifer, Israel) were derived from clones of a BALB/C mouse with a D2 hyperplastic alveolar nodule (HAN) [35,36].

67NR and 4T1.2 mammary tumour cells were maintained in Eagle’s minimum essential medium (alpha modification) supplemented with 5% (*v/v*) foetal bovine serum (FBS) (SAFC Biosciences, Brooklyn, Victoria, Australia) and 1% (*v/v*) penicillin-streptomycin. EO771 cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) containing HEPES (20 mM) (Gibco, Billings, MT, USA) supplemented with 10% (*v/v*) FBS, penicillin (100 IU/mL) and streptomycin (100 μg/mL) (Gibco). SSM3 cells were maintained in DMEM/F12 + Hepes 15 mM, 10% FBS, 2% L-glutamine, 0.05 mM β-mercaptoethanol, 0.3 μM hydrocortisone (Sigma-Aldrich, Saint Louis, MO, USA), 5 μg/mL insulin, 10 ng/mL holo-transferrin. J110 cells were cultured in DMEM/F-12 (Corning, Corning, NY, USA) containing 5% FBS, 5 µg/mL insulin and 0.1 µg/mL hydrocortisone. MCF7 cells were maintained in RPMI supplemented with 10% (*v/v*) FBS, 1% (*v/v*) penicillin-streptomycin and 10 μg/mL insulin. MDA-MB-231 cells were maintained in L-glutamine Dulbecco’s modified Eagles’ medium (DMEM) (Gibco, Billings, MT, USA) supplemented with 10% FBS and 1% penicillin/streptomycin. All cells were cultured at 37 °C in 5% CO_2_ (*v/v*) in air and were maintained in culture for a maximum of 4–5 weeks. The only exception to this was the SSM3 cells that are maintained in 10% CO_2_.

### 4.2. Isolation, Staining and Flow Cytometric Analysis of Normal and Transformed Mouse Mammary Cells

Primary mouse mammary gland cells were used as controls for flow cytometry and were isolated using mechanical and enzymatic disaggregation as described previously [37]. The epithelial subpopulations were isolated from the disaggregated samples by flow cytometry as detailed previously [18,19,38]. Hematopoietic lineage cells were stained with anti-CD45-PE-Cy7, anti-TER119-PE-Cy7 and anti-CD31-PE-Cy7 (BD Biosciences, Franklin Lakes, NJ, USA). Cells were simultaneously stained with mammary-specific lineage markers, anti-Epcam BV421(BD Biosciences), anti-CD49f-APC (Biolegend, San Diego, CA, USA), anti-Sca-1-PE (BD Biosciences), anti-CD49b-FITC (Biolegend, San Diego, CA, USA) and propidium iodide (Sigma). Cells were analysed on a Fortessa-X20 flow cytometer (Becton Dickinson, Franklin Lakes, NJ, USA). Linear density contour plots were used to describe flow cytometry gates. Fluorescence-minus-one control gates defined marker-negative populations.

### 4.3. Immunohistochemical Analysis

Tissue sections were stained using a standard protocol. In brief, slides were heated for antigen retrieval by pressure cooker treatment in 0.01 M sodium citrate buffer, pH 6.0 (125 °C for 3 min, 90 °C for 10 s). Sections were then blocked in 3% H_2_O_2_ before blocking in 5% normal goat serum or CAS-Block Histochemical Reagent (Thermofisher, Waltham, MA, USA). Slides were incubated with primary antibodies and were incubated overnight at 4 °C. Biotin-conjugated goat anti-rabbit or anti-mouse secondary antibodies (Dako, Carpinteria, CA, USA) were used at a 1:250 or 1:300 dilution for 1 h at room temperature. Specific primary–secondary antibody complexes were detected using ABC reagent (Vector Laboratories, CA, USA) and visualised using a 3,3′-diaminobenzidine peroxidase substrate kit (Vector Laboratories, Burlingame, CA, USA). Sections were counterstained with hematoxylin, dehydrated and mounted. The primary antibodies were as follows: mouse monoclonal anti-human ERα (1:50, clone 6F11 Abcam, Cambridge, UK) and rat anti-mouse CD45 (1:300, CM5p, Novocastra, Newcastle upon Tyme, UK). Staining was viewed on a BX-53 light microscope (Olympus, Macquarie Park, NSW, Australia). Images were acquired using Spot software version 5.0 (Spot Imaging Solutions, Diagnostic Instruments Inc., Bentleigh East, VIC, Australia).

### 4.4. In Vitro Assessment of Tamoxifen Sensitivity

Proliferation assays were completed using the sulforhodamine B (SRB) colorimetric assay as described previously [39]. Cells were seeded into 96-well plates at relevant cell densities suited for each cell line. Proliferation was assessed in the presence of 0.1, 1 and 10 µM (MCF7, MDA-MB-231) or 1 µM (SSM3, 67NR, J110, D2.0R, D2A1) 4-hydroxytamoxifen (4-OHT) dissolved in ethanol and diluted to a final ethanol concentration of 1% (*v*/*v*). Statistical analysis was completed on GraphPad using a two-way ANOVA to determine significant differences.

### 4.5. In Vivo Assessment of Tamoxifen Sensitivity in the SSM3 Mouse Model

All animal work was completed with approval from the Peter MacCallum Cancer Centre Animal Ethics Committee (E594). 129SvEv mice were injected with 100,000 SSM3 BCa cells in the right fourth inguinal mammary fat pad. 17β-estradiol pellets (0.3 mg) were implanted subcutaneously in the dorsal flank of each mouse. Tumour volume was monitored using digital callipers and once tumours reached a volume of 200 mm^3^ (palpable), mice were administered either tamoxifen citrate (Sigma) at 1 mg/day or vehicle control via daily subcutaneous injection.

### 4.6. RNAseq Analysis

J110 and SSM3 cells were grown to 70–80% confluency, detached and washed in PBS. RNA was extracted using Trizol lysis following the manufacturer’s instructions (Invitrogen) and then a phenol, chloroform extraction was performed. RNA was precipitated using isopropanol, cleaned with ethanol and then solubilised in RNase-free water. The quality and quantity of RNA was assessed on the Agilent 2200 Tapestation (Agilent Technologies, Santa Clara, CA, USA). The Molecular Genomics Core at the Peter MacCallum Cancer Centre used the QuantSeq 3′ mRNA-seq Library Prep Kit for Illumina (Lexogen 015) according to the manufacturer’s instructions to generate the sequencing libraries from 500 ng of purified RNA (*n* = 3 biological replicates of each cell line). We then generated 75 bp single end reads with a depth of ~6 million reads per sample using the Illumina NextSeq500. Sequencing reads were demultiplexed using bcl2fastq (v 2.17.1.14), low quality (Q < 30) reads removed, and trimmed at the 5′ and 3′ ends using cutadapt (v 2.1) [40] to remove adapter sequences and poly-A-tail-derived reads, respectively. Sequencing reads were mapped to the mouse reference genome (mm10) using HISAT2 (v 2.0.4) [41] and counted using the featureCounts command of the Subread package (v 2.0.0) [42]. 

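Between libraries labelled SSM3 and J110, 9566 of the 12284 genes tested (77.9%) had an adjusted p below 0.05, with 4746 higher and 4820 lower in SSM3 by the labels, on which the direction rests. Of these, 2669 changed at least 4-fold, 1233 of them higher and 1436 lower in SSM3. For 9784 genes the 3 libraries of one line did not overlap the 3 of the other, which is 79.6% of the genes tested where chance gives 10%. When only changes beyond 2-fold were tested with edgeR's glmTreat, 4272 genes passed. The log2 CPM values of all genes tested correlated across genes between 0.984 and 0.990 for libraries of one line and between 0.578 and 0.603 for libraries of different lines.

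Of the genes with the largest log2 fold changes in each direction, among those with at least 10 CPM on average, each one named here had no count in any library of the other line, so their changes are lower bounds. In SSM3, Cxcl15 was at least 491-fold higher, Cmtm8 at least 345-fold, Rasgrf1 at least 220-fold and 2210407C18Rik at least 196-fold. In SSM3, Lce1g was at least 152-fold lower, Nrn1 and Serpinb6b at least 117-fold, Col5a2 at least 85.1-fold and Mcpt1 at least 75.5-fold. Nrn1 shares exons with Fars2, so its value is uncertain.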

Read normalisation and differential gene expression analysis were performed in R (v 4.1.0) using R packages limma (v 3.48.3) [43] and EdgeR (v 3.34.0) [44]. The data from SSM3 and J110 cells have been deposited on Gene Expression Omnibus GSE226910. GSE112094 [21] and GSE172882 [22] were mapped using STAR (v 2.5.3a) [45], counted using Subread (v 2.0.0) [42] and voom normalised using limma (v 3.48.3) [43]. Normalised expression from GSE42272 [14] was collapsed to the median gene level. Signature scores using MaSC, luminal progenitor and luminal mature gene signatures [16] and stromal gene signature were calculated as previously defined by Lim et al. 2009 [15]. Briefly, the signature score is calculated for each sample and is the average log expression of the genes in the signature weighted by the direction and magnitude (logFC) [15,16]. R packages pheatmap (v 1.0.12), ggplot2 (v 3.3.5) and ggrepel (v 0.9.1) were used to generate figures.

## Figures and Tables

**Figure 1:**
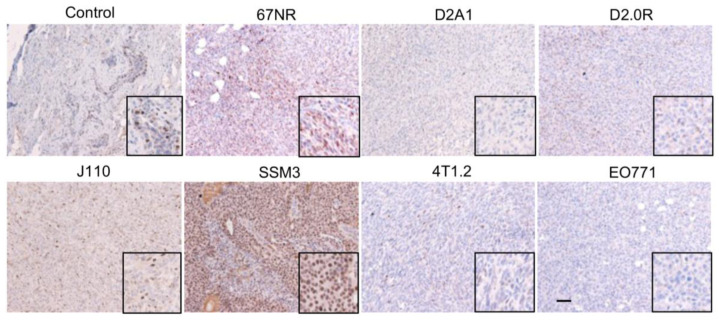
Erα expression in a collection of mouse mammary tumours. Immunohistochemical staining of Erα in epithelial tumour cells of various syngeneic mouse models. The only two cell lines producing tumours with nuclear Erα expression are the 67NR and SSM3 cells. Control: normal mouse mammary gland. Scale bar = 50 µm.

**Figure 2:**
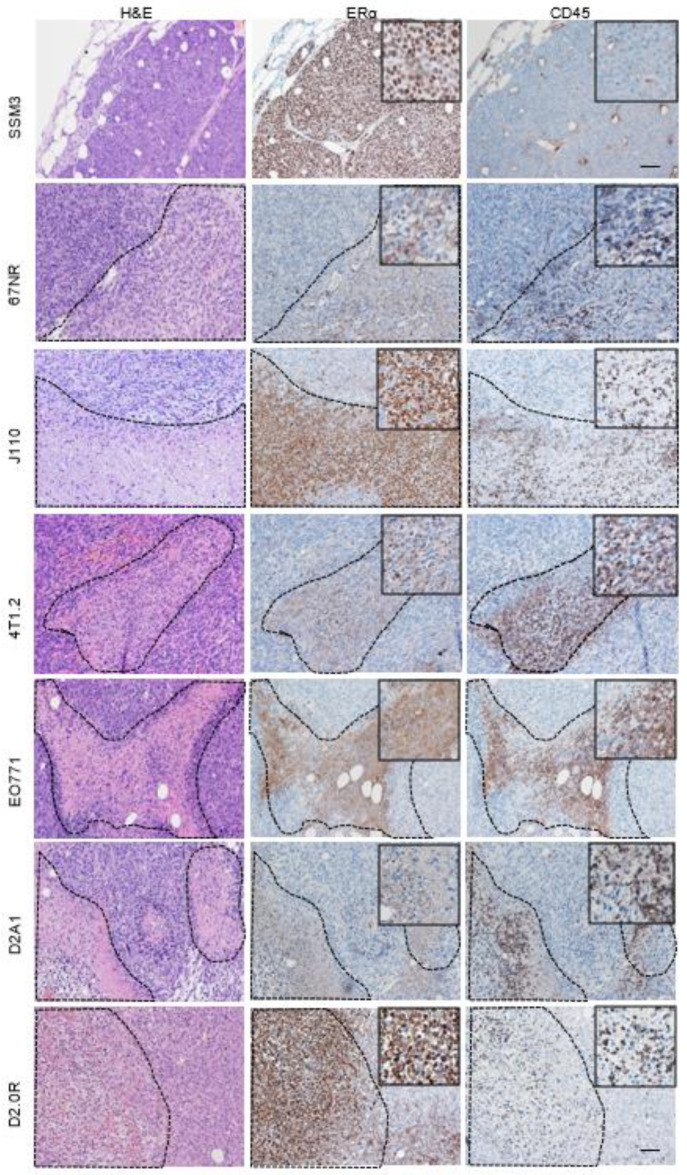
Distribution of Erα positive and CD45-positive cells in syngeneic tumours. Immunohistochemical staining of Erα and CD45 in tumours derived from different syngeneic mouse mammary tumours. ERα staining in the cytoplasm or, in the case of the J110 cell line, in the nucleus, shows concurrent staining with CD45, thus representing immune cell infiltrates. Dotted lines delineate areas of immune infiltration separate from epithelial cell counterparts. Scale bar SSM3 = 100 µm. Scale bar for all other tumours = 50 µm.

**Figure 3:**
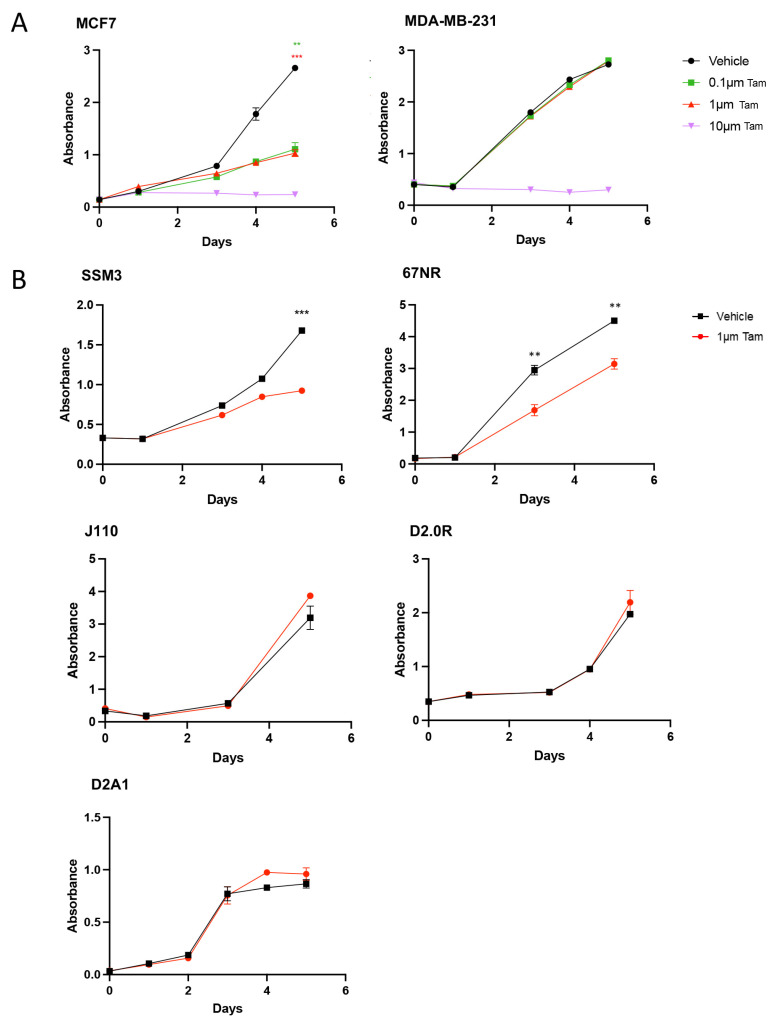
Response of syngeneic cell lines to tamoxifen treatment in vitro. Cells were incubated with either vehicle or 0.1 µM–10 µM 4-hydroxytamoxifen and proliferation was measured over 5–6 days (mean ± SEM of three to six replicate samples). (**A**) Response of commonly used human xenograft cell lines. MCF7 represents ER^+^ cells and MDA-MB-231 represents ER-cells. Both respond as expected. (**B**) Response of mouse mammary tumour lines. Tam, tamoxifen. Data shown as mean ± SEM. *** *p* ≤ 0.001, ** *p* ≤ 0.01.

**Figure 4:**
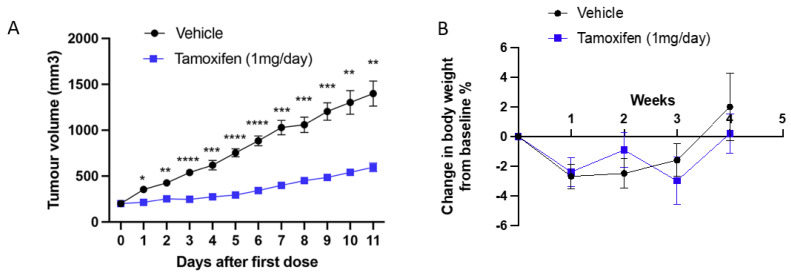
Response of SSM3 cell line to tamoxifen in vivo. (**A**) SSM3 tumour growth over time in tamoxifen-treated vs vehicle control-treated 129SvEv mice. 129SvEv mice inoculated with 100,000 SSM3 ER^+^ tumour cells and treated daily with vehicle control (*n* = 10) or 1 mg tamoxifen citrate (*n* = 7) once tumours reached 200 mm^3^. (**B**) Change in body weight from baseline of mice injected with SSM3 cells and treated with tamoxifen compared to vehicle. Data are presented as mean ± SEM. Data were analysed with a mixed-effects two-way ANOVA and Sidak’s multiple comparisons test. **** *p* ≤ 0.0001, *** *p* ≤ 0.001, ** *p* ≤ 0.01, * *p* ≤ 0.05.

**Figure 5:**
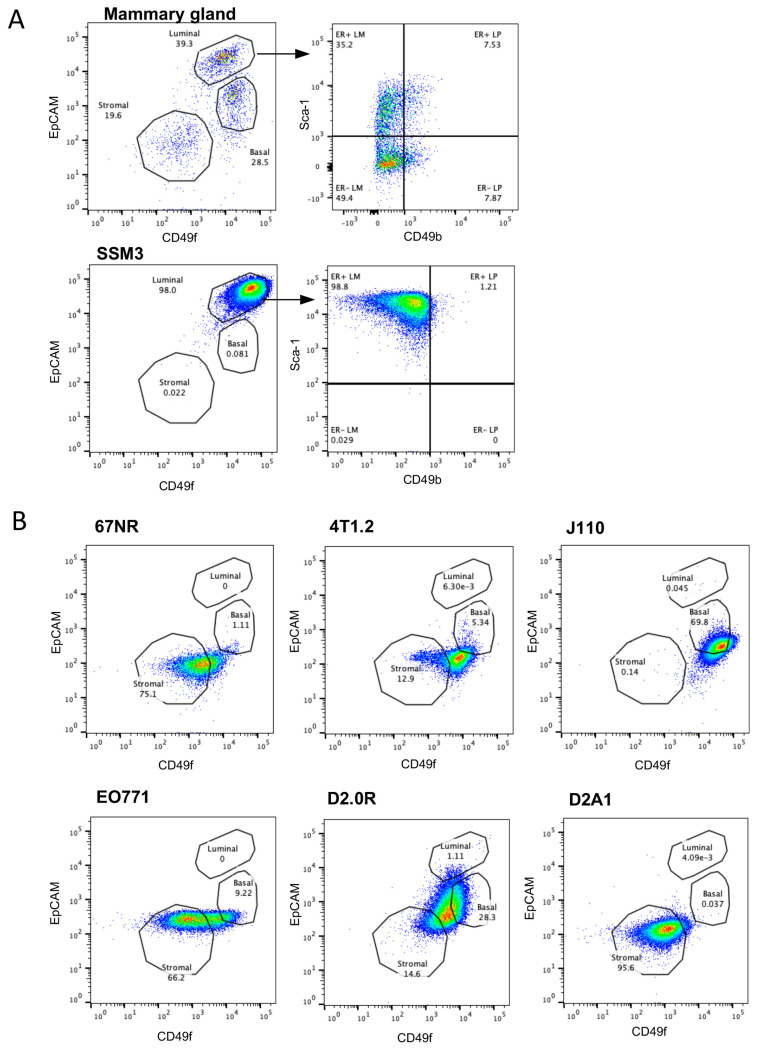
FACS profiles of syngeneic cell lines. Cells were grown in a culture and then assessed using flow cytometry markers for mammary epithelial cell subpopulations. FACS plots shown have already been gated to remove doublets, dead cells (PI positive) and lineage cells (CD45-, CD31-, TER119-). (**A**) Plots show a normal mouse mammary epithelial cell profile. EpCAM and CD49f delineate luminal, basal and stromal cells. Specific luminal cell populations can be further resolved using CD49b and Sca1. SSM3 cells are shown here as a luminal ER^+^ cell line. (**B**) Resolution of the epithelial cell subpopulations in six other mammary tumour lines. (LM, luminal mature; LP, luminal progenitor).

**Figure 6:**
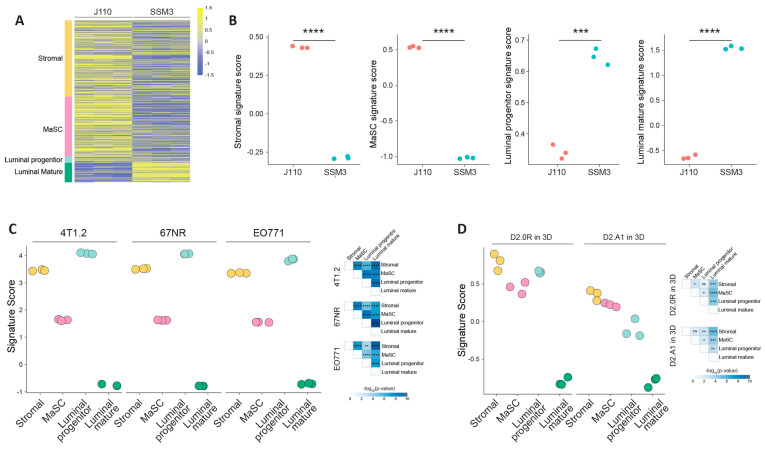
Molecular assessment of syngeneic cell lines and expression of cell-specific gene signatures. (**A**) Heatmap of genes in the MaSC, luminal progenitor and luminal mature gene signatures [16] and a stromal gene signature [15] (**B**–**D**) Gene signature scores calculated using MaSC, luminal progenitor and luminal mature genes [16] and stromal gene signature [15] in (**B**) J110 and SSM3 cells, (**C**) 4T1.2, 67NR, EO771 cells (GSE42272) and (**D**) D2A1 and D2.0R cells (GSE172882). Differences in the mean signature scores were calculated using student’s *t*-test. **** ≤ *p* 0.0001, *** ≤ *p* 0.001, ** *p* ≤ 0.01, * *p* ≤ 0.05.

## Data Availability

All the data are provided in the article and include GSE files for new RNAseq data and also the GSE reference numbers for the publicly available datasets we have used.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24065666/s1.

How the deposited data were processed for this re-analysis (not part of the article)

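RNA from 3 biological replicates each of cultured J110 and SSM3 cells was sequenced from its 3′ ends. The authors removed low quality reads, trimmed adapters and poly-A tails, mapped the reads to mm10 with HISAT2, counted them per gene with featureCounts and deposited the raw counts of 52636 genes, with no normalisation. The paper's text does not name the strand setting or the handling of reads that overlap several genes. The sample labels name the cell line and replicate of each library, and all 6 libraries were used. Of the gene identifiers, 52489 (99.7%) matched the GENCODE annotation of GRCm38 used here, which gave symbols and coordinates in the mm10 build.

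Library sizes were the sums over all genes. Genes were filtered with filterByExpr, scaled with TMM and tested with the quasi-likelihood test of edgeR (version 4.0.16, in R 4.3.3 with limma 3.58.1), with an adjusted p threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the test's F statistic. TMM factors ranged from 0.920 to 0.958 in libraries labelled J110 and from 1.05 to 1.07 in libraries labelled SSM3. The median log2 fold change of all genes tested was -0.014 after TMM and 0.16 with library size only, a shift that applies to every gene. The biological coefficient of variation was 8.30%. At these depths a count of 3 corresponds to less than 1 CPM, so a gene below that level was not detectable, and 95% limits were not computed for single libraries.

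The published signatures with their weights were not used here, so marker panels were written down in their place. The 9 panels are stromal, basal or mammary stem cell, luminal progenitor, luminal mature, epithelial, other estrogen targets, interferon-stimulated, proliferation, and leukocyte, endothelial and erythroid genes. Panels were scored as the mean log2 CPM and tested with camera, with fry and camera with an estimated correlation beside it. The calls of the basal or mammary stem cell, luminal mature, epithelial and interferon-stimulated panels held under both. That of the leukocyte, endothelial and erythroid panel held under fry only, and fry called the stromal, other estrogen targets and proliferation panels, which camera did not. Unlike camera, fry does not compare a panel with other genes, so its calls answer another question.

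The sample mapping, the design of each test, the panels, the rule for naming genes and 20 alternatives to the processing were fixed before the data were examined. Named genes are those the paper names, in each panel the 3 with the highest mean log2 CPM and those past the threshold against the panel's direction, and the 5 with the largest log2 fold change in each direction among genes with at least 10 CPM on average and no overlap between the lines. Other genes were named after their values were seen. These are the untested panel genes Col1a1, Col1a2, Col3a1, Lum, Krt5, Lcn2, Trf, Kdr, Tie1, Ifit1, Ifit3, Oasl2, Oas1a and Rsad2, the epithelial gene Krt19, the estrogen target Igfbp4, the sex-linked gene Xist, the genes that share exons with a named gene, and the genes of the ribosomal RNA locus. Some results of the genes chosen by the rule, and the tests that rest on them, are not reported here, and counts of named genes leave them out.

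Alternatives covered DESeq2 (version 1.42.0), limma-voom, other scalings, filters, depths and thresholds, the replicate number as a block, and leaving out each library in turn. The test was tried on counts simulated for 12284 genes, of which 200 were changed, and 11984 passed the filter and were tested. Of the changed genes, 187 (93.5%) were recovered, 15 of the 202 genes called were unchanged (7.43%), and 0 of 100 unchanged panels of 20 genes had a camera p below the threshold. Genes were simulated independently of each other, and far fewer were changed than the 77.9% of genes tested in the data. The simulation therefore does not show the rate of false calls in these data, least of all for panels of correlated genes. Overlaps between exons were found with bedtools 2.31.1. The samples of the other cell lines in the paper, and the flow cytometry, staining and tamoxifen experiments, were not analysed here.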

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

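The interferon-stimulated panel's camera test, the single-gene tests between the lines and 20 alternatives to the processing were set before the data were examined. The other tests of this part, which weigh explanations, were chosen only after the results were seen. The results are signals in genes that the paper does not discuss.

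The interferon-stimulated panel was higher in libraries labelled SSM3 by 2.97, with a score of 3.18 ± 0.13 (SD, n = 3) in libraries labelled J110 and 6.15 ± 0.050 (SD, n = 3) in libraries labelled SSM3 (camera adjusted p = 1.23e-08). All 15 of the 25 listed genes that could be tested were higher. B2m had a log2 fold change of 2.84 and H2-K1 of 3.38. H2-D1 had 0.41 and its libraries overlapped between the lines. Without SSM3 replicate 1 the log2 fold change of H2-D1 was 0.25 (adjusted p = 0.0705 from edgeR's test), without SSM3 replicate 2 it was 0.36 (adjusted p = 0.0545) and DESeq2 gave an adjusted p of 0.0828, in a range from 5.60e-09 to 1.00 over the alternatives. The upper end of this range came from glmTreat, which asks for a change above 2-fold. Ifit1, Ifit3, Oasl2, Oas1a and Rsad2 were at the floor in both lines. Without 5 genes of the H2 locus, where strain variants might change the mapping, the difference was 2.52. Camera gave the genes left a p of 5.59e-05. With the trend of the log2 fold change with GC content removed, the mean log2 fold change was 2.92 (95% bootstrap limits 2.09 and 3.82), and without genes that share exons the difference was 2.98. These values argue against each of these as the whole cause. The origin of the lines, their culture and the labels stay open, as untested.

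Dcn reached a mean of 1412 CPM in libraries labelled SSM3, while most of the other stromal genes were higher in libraries labelled J110. Fibroblasts mixed into the SSM3 cultures would bring their other abundant transcripts. Of Col1a1, Col1a2, Col3a1 and Lum, 4 of 4 were at the floor in every library labelled SSM3, which argues against fibroblasts in these cultures. Dcn shares no exon with another counted gene. Expression by the tumour cells themselves may be a candidate explanation, which was not tested.

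Cdh5, a gene of endothelial cells, had a mean of 165 CPM in libraries labelled J110, with 836, 790 and 856 counts, against 0, 2 and 0 counts in libraries labelled SSM3, at least 248-fold lower. Endothelial cells would also bring Pecam1, Kdr and Tie1, whose mean CPM summed to 2.13 in libraries labelled J110. This argues against endothelial cells in the cultures, and Cdh5 shares no exon with another counted gene. No biological explanation was tested.

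At the ribosomal RNA locus of chromosome 17 (CT010467.1, from 39846353 to 39848827, with Gm42418 and AY036118 within it) the mean share of counts was 16.2% in libraries labelled J110 and 1.09% in libraries labelled SSM3, a ratio of 14.8. The 3 genes had nearly equal counts in each library, with a spread from 1.01% to 2.56%. The same reads were probably counted on each of them, so these are shares of counts and not of reads. CT010467.1 alone held from 5.05% to 5.74% of counts in libraries labelled J110 and from 0.262% to 0.425% in libraries labelled SSM3. Without the locus the totals were 4601125, 4478483 and 4315831 in libraries labelled J110 and 4147523, 4360730 and 4734198 in libraries labelled SSM3. More ribosomal RNA may have been carried into the libraries labelled J110 during preparation. Preparation and cell line cannot be told apart here, because no library of one line is known to share a preparation with the other. With the 50 most abundant genes left out of the scaling, 9568 genes were differentially expressed.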

How the results depend on the processing

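Among the choices of processing, 3 were made only after the results were seen: leaving the 50 most abundant genes out of the scaling, leaving out genes that share exons with another counted gene, and keeping the genes of the fit to all libraries when a library was left out.

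Over all alternatives run, 42 of the 64 named genes with a test kept their direction and their side of the threshold, and 22 did not. The alternatives include glmTreat for a fold change above 2, where a gene with a smaller change loses its call because another question is asked. The luminal mature, epithelial and interferon-stimulated panels kept both, and the other 6 of the 9 panels did not. The number of differentially expressed genes was 8948 with DESeq2, which gave 3 genes no adjusted p, 9558 with limma-voom, 11123 of 22592 with no filter on low counts and 9329 with counts thinned to 4200785 per library. It ranged from 9275 to 9572 across the 6 fits that each left out one library. With glmTreat for a fold change above 2 it was 4272, with 2094 higher and 2178 lower, because a larger change is asked for. Without genes that share exons it was 6206 of 7885 tested, with 3042 higher and 3164 lower, since fewer genes are tested. Library size only gave 5373 higher and 4140 lower.

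The replicate number as a block gave 9481 genes. The deviations of same-numbered libraries correlated across genes at 0.0118, 0.0155 and 0.0268, so the numbers were not taken to pair the libraries.

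For Ctsd the fits that left out one library gave log2 fold changes from 0.15 to 0.30, and the call was lost without J110 replicate 3. Under glmTreat the log2 fold changes of Ctsd (0.24) and Ncoa3 (0.91) were not past the threshold, because they are below a 2-fold change.

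With no filter on low counts, camera called the stromal panel (-1.43, adjusted p = 0.0423), the other estrogen targets panel (-1.08, adjusted p = 0.0451) and the proliferation panel (-0.51, adjusted p = 0.0423), and no longer the leukocyte, endothelial and erythroid panel (-1.42, adjusted p = 0.117). Across the fits that left out one library the stromal panel ranged from -3.03 to -2.83, and the leukocyte, endothelial and erythroid panel from -3.99 to -3.80, with an adjusted p of 0.0641 without SSM3 replicate 3. With the genes of the fit to all libraries kept, the stromal panel was still called without SSM3 replicate 2 (-3.02) or 3 (-2.84), in a range from -3.03 to -2.84, and the leukocyte, endothelial and erythroid panel was not called without SSM3 replicate 3 (-3.81), in a range from -4.00 to -3.81. The latter panel was also not called without Cdh5 (-1.70) or with an estimated inter-gene correlation (-3.90). Requiring at least 10 counts in every library removes genes absent from one line, and gave -0.50 for the basal or mammary stem cell panel, -0.022 for the leukocyte, endothelial and erythroid panel and 0.20 for the luminal progenitor panel, which reversed. The luminal progenitor panel also reversed without Itga2, at 0.38, and ranged from -0.72 to -0.029 across the fits that left out one library, with the latter value without J110 replicate 1 and -0.059 without J110 replicate 2. In both of these fits Lcn2 and Trf entered the score, and with the 8 genes of the luminal progenitor panel kept the same the range was from -0.60 to -0.47. Where no construction is named, the cause was not tested.

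The reversals among single genes were in genes with small differences. With library size only, Brca1 was 0.054, Mki67 0.032 and Csf1r 0.17. Csf1r was 0.010 with no filter on low counts. Top2a was -0.020 with upper quartile normalisation and -0.0066 with at least 10 counts in every library. Across the fits that left out one library Csf1r ranged from -0.12 to 0.079 and Top2a from -0.026 to 0.077. Among the 20 named genes not set in the design that changed, there were 23 weaker, 2 stronger and 13 reversed values. The weaker values include calls lost under glmTreat by genes with changes below 2-fold. Depth limits genes at the floor, whose changes are lower bounds.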

Differences from the paper's values

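No test of this part was chosen after the results were seen. The depth the paper states, ~6000000 reads per sample, and the median of 5001340.5 counts per library found here differ by less than 1.5 times. They are unlike measures, reads generated against counts on genes, in which some reads were counted more than once. Their closeness is therefore no check of the depth.

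In Figure 6B the paper shows a higher luminal progenitor score for SSM3 than for J110. The luminal progenitor panel scored here is another measure, an unweighted mean of marker genes, and was lower in libraries labelled SSM3 by a difference of -0.53 (camera adjusted p = 0.882), with 4 genes higher and 4 lower. Of the alternatives set before the data were examined, at least 10 counts in every library (0.20) and leaving out Itga2, the panel gene with the largest change (0.38), gave a higher score in libraries labelled SSM3, and the others did not.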

Other observations

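The comparison of Ncoa3 with Sulf2 and the tests of overlapping genes and of low counts on the other line's genes were chosen only after the results were seen. The other tests of this part were set earlier.

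Among the 10 splits of the 6 libraries into 3 and 3, 1 gave as many differentially expressed genes as the real split, namely the real split itself, and the other 9 gave 0 each. In a design of this size the share of splits is never below 0.1. In the real split 9715 genes had an unadjusted p below 0.05.

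Ncoa3 was higher in libraries labelled SSM3. Counts of Sulf2, on the opposite strand, were 455% of those of Ncoa3, so all Ncoa3 counts could come from reads shared with Sulf2, and the sources cannot be told apart. The transgene of the J110 mice is an AIB1 cDNA, and whether its reads were counted on Ncoa3 was not tested.

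A hypothesis set before was that estrogen receptor signalling is more active in SSM3, which would raise other estrogen targets as a group. The panel of 10 tested genes instead differed by -1.13 (camera adjusted p = 0.0799), with 3 higher and 7 lower, each past the threshold of edgeR's test. Over the alternatives the difference of the other estrogen targets panel ranged from -2.09 to -0.49 and the adjusted p from 0.0451 to 0.498. Igfbp4 (-7.56) had the largest change, and without it the difference was -0.49 (adjusted p = 0.392). This argues against a rise common to these targets and says nothing of each gene alone. Nrip1 (0.85) and Stc2 (4.76) were higher on the log2 scale, and Celsr2 was at least 5.51-fold higher. Myc (-1.98) was lower, as was Ccnd1 (-3.19), which shares exons with another gene and is uncertain.

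Fibroblasts in the cultures labelled J110 could raise the stromal panel, but 3 of 5 abundant fibroblast genes (Col1a2, Col3a1 and Lum) were at the floor in every such library, which argues against them. Log2 fold changes rose with the GC content of the 3′ end across 12265 genes (Spearman's rho 0.282, across genes, which are not independent replicates). With that trend removed, the mean log2 fold change was -4.34 for the stromal panel (95% bootstrap limits -7.68 and -0.31), -3.92 for the basal or mammary stem cell panel (-6.12 and -1.50) and 6.09 for the luminal mature panel (3.50 and 8.46). These values argue against the GC trend as the whole cause of any of the 3 differences.

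Of the 98 genes lying within the exons of a gene on the opposite strand, 98 never had more counts than that gene. This is consistent with reads being counted on every gene they overlap, on either strand. In all, 8338 genes share exons with another counted gene, 4366 of them among the genes tested.

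In J110 replicate 3 and SSM3 replicate 2, at least 87.7% of genes specific to the other line had counts. The chi-square per degree of freedom against a single share of the other line's level was 1.62 and 1.22 in these libraries, and from 3.10 to 3.97 in the other 4. A small share of the other line's RNA or reads may be a candidate explanation, which these values fit. Whether it arose in culture, preparation or sequencing was not tested.

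Itga6, which encodes CD49f, had a log2 fold change of -0.73, Itgb1 of -0.47, Map3k1 of -1.72 and Pik3ca of -0.62. Brca1 (-0.12, adjusted p = 0.448) and Kmt2c (0.23, adjusted p = 0.0660) were not past the threshold of edgeR's test. Erbb2 was higher at 2.19, but shares exons with Mien1 and is uncertain. Ptprc was at the floor in both lines. Pecam1 had 3, 0 and 4 counts in libraries labelled J110 and 1, 0 and 0 in libraries labelled SSM3. Tnfrsf11a, which encodes RANK, had 14, 13 and 9 counts in libraries labelled J110 and 0, 1 and 1 in libraries labelled SSM3, and was not tested.

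The proliferation panel differed by -0.53 (camera adjusted p = 0.104), with 6 genes higher and 10 lower. Mki67 (-0.14, adjusted p = 0.143) and Top2a (0.010, adjusted p = 0.903) were not past the threshold of edgeR's test, and Birc5 was higher at 0.27. The leukocyte, endothelial and erythroid panel, with 3 of 14 genes tested, differed by -3.90 (camera adjusted p = 0.0125). Without SSM3 replicate 3 the difference was -3.80 with an adjusted p of 0.0641, in a range from 0.00232 to 0.966 over the alternatives. Besides Cdh5 it held Cd68 (-3.70) and Csf1r (-0.011), and Csf1r shares exons with Hmgxb3 and is uncertain. Without J110 replicate 2, Top2a was -0.026 and Csf1r 0.079 on the log2 scale. Xist was counted at a mean of 421 CPM in libraries labelled J110 and 305 CPM in libraries labelled SSM3.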
